A study of Mus musculus with 12 samples. Its data were reported in "A MAFG-lncRNA axis links systemic nutrient abundance to hepatic glucose metabolism" (2020).

How the data were processed

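Total RNA was measured by sequencing in the livers of 17-week-old C57BL/6 mice, as the labels name the strain (C57BL/6N in the methods of the study). The labels place 12 libraries in 3 groups of 4. AL mice fed ad libitum, FA mice went 16 h without food, and RF mice went 16 h without food and were then given food for 6 h. Groups were taken from the sample titles. The labels number the libraries within a group. The q-values below come from the authors' test between groups of those libraries, and the deposited values do not show the spread between libraries.

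According to the labels and the methods of the study, ribosomal RNA was depleted, strand-specific libraries were made, and adapters were trimmed with flexbar 3.4.0. Ribosomal reads were removed with Bowtie2 2.2.9 and the remaining reads were aligned to the mouse genome (GRCm38) with STAR 2.6.0c. Transcripts were assembled, merged and tested with the Cufflinks suite 2.2.1 (its test is Cuffdiff), with gene names and biotypes from Ensembl release 90.

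The authors deposited 2 tables of 66468 assembled loci each, one for FA and AL and another for RF and FA. The deposited values are FPKM, fragments per kilobase of transcript scaled to the number of mapped fragments, which the authors' Cuffdiff run pooled into 1 value per group. The tables hold no replicate values (0 columns of single libraries), and no counts, so the depth of each library is unknown here and no SD is given. The deposited p-values and q-values are those of Cuffdiff after Benjamini-Hochberg adjustment, and the lowest p-value the authors' tables hold is 5e-05. The deposited test statistic and the log2 ratio with its sign turned were read as well, and ratios recomputed from FPKM lay within 0.01 of the deposited ones in 27337 of 27337 loci with finite ratios for FA and AL and in 19998 of 19998 for RF and FA. How the authors scaled FPKM between libraries is not given in the sources used here.

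Reading the tables showed a difference in what they hold. The test identifiers of the FA and AL table name loci. Those of the RF and FA table name transcripts, 1 for each of the same loci, so its values were read as those of 1 assembled transcript, and how the transcript was picked is not given. Of 27380 loci tested in FA and AL with an FA value above 0, 16839 (61.5%) had FA values that matched within 10% between the tables, and in the other 10541 the value in the RF and FA table was lower. Loci that matched were treated as the same feature, and the others are said to be part of a locus. Levels are set across AL and RF only for matching loci.

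The strand of a locus was taken from the numbering of the loci and compared with the strand of the gene it names. Exons, strands and distances came from the GENCODE release M21 annotation of the same genome build. Of 33360 loci with an FPKM above 0 and a known strand, 36.9% lay on the strand opposite to the gene they name, and these are called opposite-strand loci. Of 25401 loci at 0 in both FA and AL, 99.98% lay on the annotated strand. Very abundant transcripts can be among these, as Alb, which encodes albumin, is listed at 0. A value of 0 is therefore reported only as listed at 0. In all, 963 loci named several genes and 7612 had no Ensembl gene.

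A locus was called when the authors' test gave a q under 0.05. No count test was run, since the values are not counts. An approximate SE of a log2 ratio was derived from the deposited ratio and the test statistic, multiplied by 2.01 (FA and AL) or 2.00 (RF and FA), the factors that link the statistic to the deposited p-values. Called lncRNA loci (lincRNA, antisense, sense intronic, sense overlapping and bidirectional promoter biotypes) were compared with called protein-coding loci by Fisher's exact test of the split into higher and lower, two-sided, and by the Kolmogorov-Smirnov distance with 100000 permutations of the biotype label. The medians of all tested loci were compared with 100000 permutations, two-sided. The 34 gene lists, among them markers of other cell types, were compared with the remaining loci by Fisher's exact test, two-sided and adjusted over lists by the Benjamini-Hochberg method. Their medians were placed among 10000 random lists matched on mean FPKM in 20 bins. The overlap of the comparisons was tested with the hypergeometric distribution, which assumes independent lists. The FA libraries are shared, so its p-values are not given, and the covariance of the ratios and the overlap were set beside those of 1000 simulated draws of unchanged groups. Loci and genes are not independent replicates, so tests across them describe these libraries.

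Genes named in the text were chosen by a fixed rule. For each comparison these were the 8 called protein-coding genes with the highest and the 8 with the lowest log2 ratio at an FPKM of 5 or more in either group, and the 5 highest and 5 lowest called lncRNAs at an FPKM of 1 or more. Up to 4 called members of each list, the 7 liver lncRNAs of the study and the small MAF factors with their partners were added. A gene with several loci is represented by the locus naming it alone with the highest FPKM, or otherwise by a shared locus. Genes outside the rule are said to have been chosen after their values were seen. Some items that the rule named are not reported here.

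The groups, tests, lists, naming rule and most alternatives were fixed before the full deposited tables were examined, after shortened copies of supplementary tables of the study had been seen. Alternatives were a q under 0.01, q recomputed over tested loci, an absolute log2 ratio of 1 or more, an FPKM of 1 or more, unique genes, loci naming 1 gene, centred ratios, pseudocounts of 0.1 and 1, further lncRNA biotypes, mRNAs matched on FPKM, and a match of FA values within 1%. Loci on the annotated strand, lincRNAs alone, lists built from matching loci, lncRNAs away from protein-coding genes, neighbouring loci counted once and the simulated overlap were added after the data were seen.

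The tests were run on simulated data with known answers beforehand. For the lncRNA comparison in FA and AL, over 1396 loci and 200 simulations, Fisher's exact test, the Kolmogorov-Smirnov permutation test and the median permutation test made calls in 2.5%, 2.5% and 5.5% of simulations without a shift. With a shift of 1 on the log2 scale they made calls in 100%, 100% and 90.5%. The median test was tried at the size of the called loci, while the comparison over all tested loci used 1275 lncRNA loci and 20328 protein-coding loci. Values were drawn independently, so these rates cover neither that comparison nor dependence between neighbouring loci. For the gene lists in FA and AL, over 20328 loci, 5.5% of unshifted lists and 100% of lists shifted by 1 fell outside the central 95% of random lists. Python 3.11.15 was used with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9.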

Results

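Liver RNA was profiled in 3 groups of 4 libraries, from mice fed ad libitum (AL), mice without food for 16 h (FA) and mice given food again for 6 h after 16 h without it (RF). The values are pooled FPKM, 1 per group and locus, so the depth behind them is unknown and they carry no SD. The tests are those of the authors' deposited tables, which compared 27453 loci between FA and AL and 20098 between RF and FA. A gene is said to have risen or fallen where the q was under 0.05.

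The FA and AL comparison asked which liver transcripts respond to a 16 h fast. No time of collection is given in the sources used here, so the fast cannot be told apart from a difference in time of day. Genes of fatty acid and cholesterol synthesis fell, and genes of fatty acid oxidation rose. Thrsp, which promotes hepatic lipogenesis, fell from an FPKM of 58.8 in AL to 1.28 in FA, a log2 ratio of -5.52 (approximate SE 0.187). Fasn, the fatty acid synthase, fell from 100.3 to 5.11, with a log2 ratio of -4.29 (approximate SE 0.537). Cyp4a14, a fatty acid hydroxylase and a classical PPAR alpha target, rose from 6.01 to 542, with a log2 ratio of 6.50 (approximate SE 0.366). Pck1, which encodes the gluconeogenic enzyme phosphoenolpyruvate carboxykinase, rose from 132 to 606, with a log2 ratio of 2.196 (approximate SE 0.379). All 4 genes had a q of 0.00157, the lowest in the authors' deposited table for FA and AL. On GRCm38 these genes lie on chromosome 7 (97412938 to 97417730, Thrsp), 11 (120805846 to 120824547, Fasn), 4 (115486200 to 115496142, Cyp4a14) and 2 (173153048 to 173159273, Pck1).

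Cholesterol synthesis and uptake had the highest number of changed genes of the lists. Of its 24 tested genes 20 fell and 0 rose, and 23 passed when adjusted over the list alone, with a median log2 ratio of -2.46. Idi1, an isoprenoid isomerase, fell from 63.1 to 5.31, Hmgcs1, the cytosolic HMG-CoA synthase, from 113 to 11.8, and Nsdhl, a sterol dehydrogenase, from 19.9 to 2.32. The locus shared by Fdps, the farnesyl diphosphate synthase, with Rusc1 and Gm43738 fell from 266 to 14.1. Among 18 tested lipogenic genes 13 fell and 0 rose, and 15 passed when adjusted over the list alone, with a median of -2.47. Besides Thrsp and Fasn, Pnpla3, a lipid droplet protein, fell from 0.940 to 0.0910, and Pnpla5 went from 0.391 to being listed at 0. Fisher's exact test, two-sided and adjusted over lists, gave p = 3.6e-19 for the cholesterol list and 3.2e-11 for lipogenesis. Both medians lay at the lowest percentile (0) of random lists.

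Fatty acid oxidation and ketogenesis moved the other way. Of 23 tested genes 13 rose and 1 fell, and 18 passed when adjusted over the list alone (median log2 ratio 0.76, Fisher's exact test adjusted p = 1.0e-10). The locus shared by Cyp4a10 with Cyp4a30b and Cyp4a31 rose from 12.6 to 521. Acot1, an acyl-CoA thioesterase, rose from 2.34 to 17.4, and Angptl4, a secreted inhibitor of lipoprotein lipase, from 2.38 to 17.5. The gene that fell was Pdk4, a kinase that inhibits pyruvate dehydrogenase, from 1.34 to 0.834 in an opposite-strand locus. Its annotated-strand locus had values of 0.671 and 0.685 and did not pass. The Cyp4a genes are close relatives, so the authors' counting could split reads between them.

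Insulin signalling genes and FOXO targets had 3 higher and 1 lower of 10 tested, with 5 passing when adjusted over the list alone (Fisher's exact test adjusted p = 0.0141, but 0.677 on the annotated strand). Trib3, a pseudokinase that inhibits AKT, rose from 1.81 to 5.61, Igfbp1, a secreted IGF-binding protein, from 4.19 to 9.70, and the transcription factor Foxo3 from 4.41 to 5.90. For gluconeogenesis, in the loci chosen by the naming rule Pck1 was the 1 of 10 tested genes to pass over all loci, and 3 passed when adjusted over the list alone (exact test, adjusted p = 0.577). Of the others, Got1 (41.7 and 62.7) and Gpt2 (87.04 and 137) did not pass in their annotated-strand loci, and Ppargc1a (1.96 and 3.18) did not pass in an opposite-strand locus. Other, smaller opposite-strand loci of these genes, looked up after their values were seen, rose from 8.68 to 18.8, from 15.0 to 25.96 and from 0.795 to 1.41. The list's median log2 ratio of 0.60 lay at the 99.98 percentile of random lists. Among 12 tested glycolysis genes 3 fell and 0 rose, and 5 passed when adjusted over the list alone (exact test, adjusted p = 0.081). Among them, Pklr, the liver pyruvate kinase, fell from 25.5 to 5.11 and Pgk1 from 42.6 to 31.8. Of 7 tested genes of glycogen metabolism, in the loci chosen by the naming rule, 3 fell and 0 rose, with 5 passing when adjusted over the list alone (exact test, adjusted p = 0.0274). These were Ppp1r3b, which targets protein phosphatase to glycogen (2.07 to 0.732), the glycogen phosphorylase Pygl (95.3 to 46.03) and the branching enzyme Gbe1 (32.3 to 17.7). Gys2, the liver glycogen synthase, had values of 22.8 and 37.2 and did not pass (q = 0.0712 in the authors' deposited table), while a smaller opposite-strand locus of it, looked up after its values were seen, rose from 2.87 to 6.90 and fell to 2.25 in RF. Across all lists, 10 genes that did not pass in the locus chosen by the rule had another locus that did, 8 higher and 2 lower in FA.

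Chaperones of the endoplasmic reticulum (ER) fell in 6 of 13 tested genes and rose in 0, and 8 passed when adjusted over the list alone (median log2 ratio -0.53, Fisher's exact test adjusted p = 0.000658). Sdf2l1 fell from 37.7 to 13.0, Pdia6, a disulfide isomerase, from 55.6 to 27.9, Hyou1 from 41.2 to 24.0, and the locus shared by Manf and Rbm15b from 50.4 to 24.5. Of 12 acute phase genes 4 fell and 0 rose, with 4 when adjusted over the list alone (exact test, adjusted p = 0.0256, but 0.0735 in loci naming the gene alone). Serum amyloid genes were among them, with Saa2 falling from 62.4 to 8.85 and Saa1 from 60.6 to 13.6, and the orosomucoid Orm2 fell from 20.3 to 7.74. Orm1 and Orm3, in a shared locus, fell from 533 to 266. Immediate early genes had 3 higher and 1 lower of 7, with 4 when adjusted over the list alone (exact test, adjusted p = 0.00329, but 1 on the annotated strand, where 3 were tested). Junb rose from 5.37 to 13.3, Fos from 0.199 to 0.662 and Dusp1 from 3.05 to 4.82, while Egr1 fell from 2.95 to 1.25.

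The circadian clock list had 3 higher and 1 lower of 15, with 4 when adjusted over the list alone (exact test, adjusted p = 0.0385, but 0.0612 at an FPKM of 1 or more and 0.183 on the annotated strand). The repressors Ciart and Per1 rose from 1.38 to 6.42 and from 0.744 to 3.03, Hlf rose from 1.52 to 2.899, and Arntl, which encodes the activator BMAL1, fell from 3.99 to 2.005. Pericentral hepatocyte markers had 2 higher and 1 lower of 8, with 3 when adjusted over the list alone (exact test, adjusted p = 0.0375). Cyp2e1, a cytochrome P450 of ethanol and ketone metabolism, rose from 1031 to 2654 and the glutamate transporter Slc1a2 from 15.0 to 22.4, while Cyp1a2 fell from 75.1 to 36.8. Of 7 periportal markers Pck1 rose and Cdh1, which encodes E-cadherin, fell from 5.42 to 1.95, and 4 passed when adjusted over the list alone (exact test, adjusted p = 0.14). Host lncRNAs of small nucleolar RNAs had 2 higher and 1 lower of 9, with 3 when adjusted over the list alone (exact test, adjusted p = 0.0447, but 0.0722 at an FPKM of 1 or more and 0.14 in loci naming the gene alone). Epb41l4aos rose from 4.496 to 10.2, the locus of Zfas1 and its small RNAs from 4.13 to 10.1, and Snhg11 fell from 2.499 to 1.25. Their median was -0.0074, against 2 higher members, and its sign turned with centred ratios and on the annotated strand.

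Among ATF4 targets 2 rose and 1 fell of 10, with 4 when adjusted over the list alone (exact test, adjusted p = 0.0521). Phgdh, of serine synthesis, rose from 49.2 to 144 and Trib3 rose as above, while Asns, the asparagine synthetase, fell from 11.3 to 4.76. Interferon response genes fell in 3 of 10 and rose in 0, with 3 when adjusted over the list alone (exact test, adjusted p = 0.0521, and 0.0487 in loci naming the gene alone). These were Oasl1 (5.80 to 2.5995), Ifit2 (1.696 to 0.991) and Ifit3 (3.41 to 2.33). In the urea cycle and amino acid list 1 of 14 rose, Asl (209 to 412), and 3 passed when adjusted over the list alone. Of 11 antioxidant genes 2 fell, in the shared loci of Gstm1 with Gstm3 (308 to 162) and of Ugdh with Smim14 and Gm43552 (63.8 to 36.6), and 3 passed when adjusted over the list alone. The bile acid list had 1 lower of 10, the canalicular export pump Abcb11 (115 to 56.6), also 1 when adjusted over the list alone. Heat shock proteins had 1 higher of 8, Hspa8 (222 to 367), with 2 when adjusted over the list alone. Ribosome biogenesis had 1 higher and 1 lower of 15, Npm1 (45.3 to 68.3) and Rrp12 (1.26 to 0.815), with 3 when adjusted over the list alone. Of 7 mitochondrially encoded genes 1 was lower, in the shared locus of mt-Nd4 and mt-Nd4l (78.1 to 58.4), with 3 when adjusted over the list alone. No member passed among 10 cell cycle genes or 6 widely described lncRNAs, with 0 when adjusted over the list alone in either list. At an unadjusted p under 0.05 in the authors' Cuffdiff test these lists had 0 and 2 members. In Fisher's exact test the adjusted p for these lists ranged from 0.0521 to 1.

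Markers of other cell types were checked in the same table. Kupffer cell markers had 1 higher of 8, the scavenger receptor Marco (0.365 to 0.979), and endothelial markers 1 higher of 7, Lyve1 (3.69 to 5.76). Stellate cell and fibroblast markers had 1 lower of 8, the collagen gene Col3a1 (7.91 to 3.59), and erythroid markers 1 lower of 5, the heme synthesis gene Alas2 (35.1 to 19.1). Adjusted over the list alone, 1, 1, 1 and 3 passed in these lists. Of the remaining markers 0 of 4 for cholangiocytes and 0 of 1 for lymphocytes passed, also when adjusted over the list alone (1 and 0 at an unadjusted Cuffdiff p under 0.05), and no marker of pancreas or adipocytes was tested.

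Small MAF factors, their partners and regulators were named in advance because the study concerns MAFG. Bach1, a repressor that pairs with small MAF proteins, rose from 3.05 to 4.03, the 1 of 9 tested genes to pass, and also the 1 when adjusted over the list alone. Mafg had values of 11.5 and 11.0 in a locus shared with Sirt7, which did not pass (q = 0.999 in the authors' deposited table). Maff (1.35 and 1.09), Mafk (1.07 and 1.39), Nfe2 (1.66 and 1.46), Nfe2l1 (9.77 and 10.8), Nfe2l2 (4.14 and 4.001), Bach2 (2.14 and 1.54) and Keap1 (2.53 and 2.46) did not pass either.

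Among the other genes with the highest ratios, Mup19, a major urinary protein gene, rose from 0.910 to 38.8, the metallothionein genes Mt2 and Mt1 from 2.84 to 89.4 and from 9.05 to 140.2, Filip1l from 4.18 to 59.4 and Gm10800 from 1.75 to 9.42. Among those with the lowest, Fabp5, a fatty acid binding protein gene, fell from 25.6 to 0.755, Aacs, the acetoacetyl-CoA synthetase, from 18.9 to 0.941, the water channel gene Aqp8 from 35.2 to 3.76 and the kinase gene Nim1k from 30.6 to 3.36. Nim1k lies next to Hmgcs1 on chromosome 13 (119710094 to 119755882, and 119690462 to 119708086 for Hmgcs1). The log2 ratios of Nim1k and Hmgcs1, on different strands, were -3.19 and -3.26, and whether they share reads was not tested. Mup genes are near-identical copies, so the value of Mup19 is uncertain. The annotated-strand locus of Filip1l (0.401 and 0.401) and a further opposite-strand locus of it (1.90 and 1.44) did not pass. Of the genes named for FA and AL, Thrsp, Acot1, Angptl4, Filip1l, Gm10800, Igfbp1, Trib3, Foxo3, Ppargc1a, Pdk4, Pnpla3, Pnpla5, Sdf2l1, Junb, Fos, Dusp1, Egr1, Saa2, Hlf, Phgdh, Oasl1, Ifit2, Ifit3, Snhg11, Lyve1 and Bach1 were measured in opposite-strand loci.

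In all, 1938 loci were called between FA and AL, 858 higher and 1080 lower in FA. Protein-coding loci made up 1305 of them (1081 genes), 523 higher and 782 lower. The calls included 760 loci on the annotated strand, 310 higher and 450 lower, and 751 opposite-strand loci, 330 higher and 421 lower. In 90 called loci 1 group was listed at 0.

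**Figure D1:**
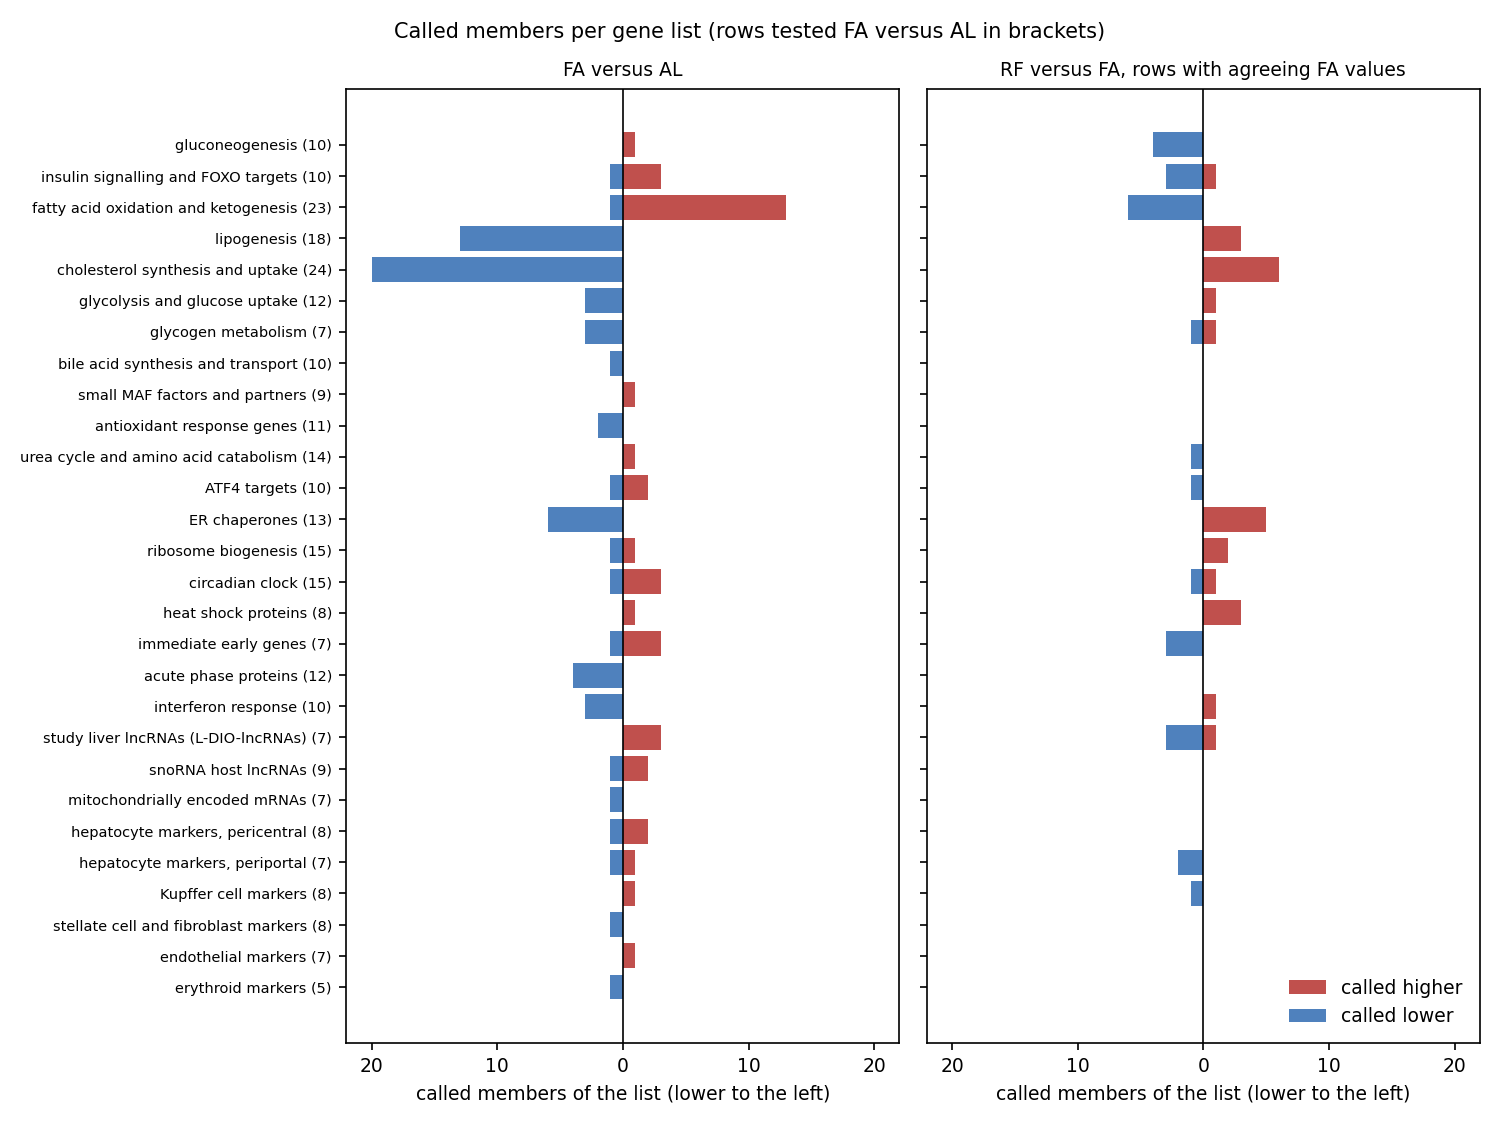
Number of called members per gene list, higher to the right in red and lower to the left in blue, for FA and AL (left panel) and for RF and FA in loci whose FA values matched between the tables (right panel). The numbers in brackets are members tested for FA and AL, lists with no call in either panel are not drawn, and the 20 lower members of cholesterol synthesis and uptake stand opposite the 6 that were higher in RF.

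lncRNAs were compared with mRNAs because the study asked whether fasting induces lncRNAs. B930025P03Rik, a liver lncRNA named by the study (chromosome 8, 10870422 to 10882454, 6 exons), rose from an FPKM of 0.217 to 2.54. Gm45043, close to it on chromosome 8 (10898169 to 10900558), rose from 0.552 to 2.86, and Gm14097 on chromosome 2 (132694432 to 132698523), which overlaps Shld1, from 3.76 to 17.6. RP23-98C9.5, which overlaps the metallothionein gene Mt2 on chromosome 8 (94170748 to 94173412), rose from 0.381 to 13.2, and Gm10680, which overlaps the apolipoprotein gene Apoa4 on chromosome 9 (46242621 to 46243529), rose from 54.1 to 217. Among lncRNAs that fell, Gm29016 went from 2.49 to 0.126, 4930483K19Rik, over the lanosterol synthase gene Lss, from 1.98 to 0.258, Gm14493, over Mid1ip1, from 24.5 to 4.17 and 4930533B01Rik, over Fmn1, from 2.48 to 0.472. Gm26654 went from 1.479 to being listed at 0.

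The study singled out 7 liver lncRNAs for their liver enrichment and their association with diet-induced obesity, starting from lncRNAs it calls metabolically regulated. The sources used here do not state whether these libraries entered that choice, so the direction is not taken as independent evidence. Of the 7, 3 rose and 0 fell, and 3 passed when adjusted over the list alone (Fisher's exact test adjusted p = 0.0274, but 1 on the annotated strand, where 0 passed). Besides B930025P03Rik, 4833411C07Rik (chromosome 8, 10899922 to 10903893) rose from 1.35 to 3.79 and 9030616G12Rik (chromosome 10, 128971197 to 128978115) from 4.13 to 6.82. C730036E19Rik (9.36 and 10.5), 9030622O22Rik (8.75 and 9.14), Gm10319 (49.9 and 42.5) and Gm8883 (6.82 and 8.34) did not pass. By qPCR, the study reported lower levels of its liver lncRNAs in AL than in FA. The loci of B930025P03Rik, Gm45043, Gm14097, Gm26654, 4833411C07Rik, 9030616G12Rik, C730036E19Rik and 9030622O22Rik lay on the opposite strand.

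Of 91 called lncRNA loci 58 were higher and 33 lower in FA (63.7% higher), against 40.1% of the 1305 protein-coding loci. The difference was 23.7 percentage points (Fisher's exact test, two-sided, p = 1.4e-05). The median log2 ratio was 0.65 for called lncRNAs and -0.60 for called mRNAs, and the Kolmogorov-Smirnov distance was 0.268 (permutation test, p = 1e-05, the smallest the permutations can give). Over all tested loci with finite ratios, the median was 0.07 for 1275 lncRNA loci and -0.04 for 20328 protein-coding loci, a difference of 0.11 (two-sided permutation test, p = 1e-05). A gene can have several loci, and with 1 locus per gene, 1138 lncRNAs and 11587 mRNAs, the difference was again 0.11. lincRNAs had 28 higher and 19 lower, and antisense lncRNAs 29 higher and 12 lower. Biotypes were taken as deposited, and some antisense loci bear the name of a protein-coding gene. Among these were Gmps (20.2 in AL and 13.9 in FA) and Swt1 (4.76 and 7.79), and such loci were not removed. Loci are not independent replicates, and 63 of the 91 lay within 5000 bases of a protein-coding gene. With called loci of 1 direction within 50000 bases of each other counted once, as chosen after the data were seen, the difference was 21.4 percentage points (Fisher's exact test, two-sided, p = 0.000216), and 15.5 (p = 0.14) for lncRNAs farther than 5000 bases from a protein-coding gene.

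**Figure D2:**
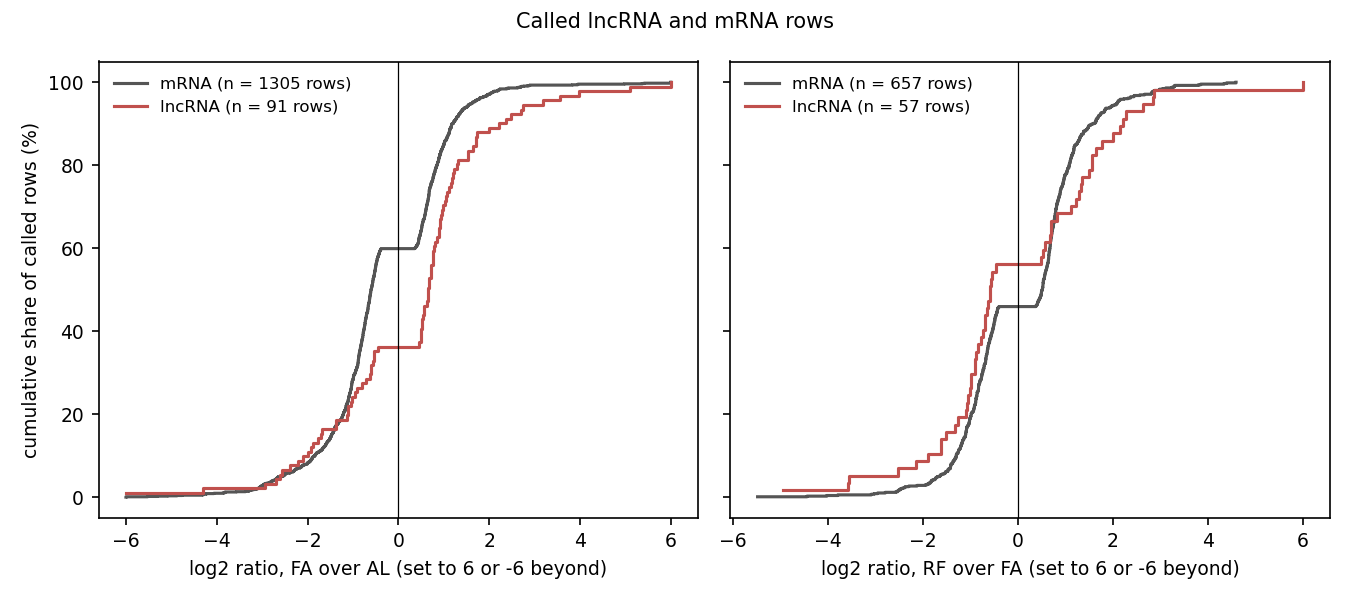
Cumulative share (%) of called lncRNA (red) and mRNA (grey) loci by log2 ratio, for FA over AL (91 and 1305 loci) and RF over FA (57 and 657 loci), with ratios beyond 6 in either direction drawn at 6. At a ratio of 0 the lncRNA line lies below the mRNA line for FA over AL, as 33 of 91 lncRNAs were lower, and above it for RF over FA, where 32 of 57 were lower.

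The RF and FA comparison asked what 6 h of refeeding changed after the fast. As for FA and AL, the sources used here give no time of collection, so refeeding cannot be told apart from a difference in time of day. In loci with matching FA values, genes of cholesterol and fatty acid synthesis and ER chaperones rose, and genes of gluconeogenesis and fatty acid oxidation fell, with the counts given below. Thrsp rose from an FPKM of 1.28 in FA to 31.1 in RF, with a log2 ratio of 4.60 (approximate SE 0.159). Creld2, an ER stress protein gene (chromosome 15, 88819646 to 88826681), rose from 6.89 to 59.9, with a log2 ratio of 3.12 (approximate SE 0.166). Igfbp1 (chromosome 11, 7197782 to 7202546) fell from 9.70 to 0.598, with a log2 ratio of -4.02 (approximate SE 0.18). Mt2 fell from 89.0 to 2.001, and Trib3 from 5.61 to 0.662. All 5 genes had a q of 0.00273, the lowest in the authors' deposited table for RF and FA.

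Lists were compared by the loci used for FA and AL, and also, as chosen after the data were seen, by loci with matching FA values, because many of the former hold 1 transcript of a locus in the RF and FA table. With matching loci, 6 of 7 cholesterol genes rose and 0 fell, 7 when adjusted over the list alone (median log2 ratio 2.45, Fisher's exact test adjusted p = 2.9e-06). With the loci used for FA and AL 1 of 9 rose, the part of Hmgcs1 that went from 4.48 to 43.7, and 3 passed when adjusted over the list alone (exact test, adjusted p = 0.833). Msmo1, a sterol oxidase gene, rose from 4.09 to 40.55, Nsdhl from 0.616 to 4.54 and Sc5d from 12.3 to 43.98. In lipogenesis 3 of 6 matching loci rose and 0 fell, 3 when adjusted over the list alone (exact test, adjusted p = 0.00963), with Acly, the ATP citrate lyase, rising from 1.54 to 5.27 and Acaca, the acetyl-CoA carboxylase, from 0.915 to 2.7. With the loci used for FA and AL this list had 1 of 7, Thrsp, also 1 when adjusted over the list alone (exact test, adjusted p = 0.833).

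ER chaperones rose in 5 of 7 matching loci and fell in 0, 6 when adjusted over the list alone (exact test, adjusted p = 8.7e-05), and in 3 of 8 loci used for FA and AL, 4 when adjusted over the list alone (exact test, adjusted p = 0.0351, but 0.643 on the annotated strand). Besides Creld2, Sdf2l1 rose from 13.0 to 91.7, Hyou1 from 6.58 to 33.0, Pdia4 from 6.96 to 21.8 and Xbp1, the transcription factor of the unfolded protein response, from 21.2 to 32.5. In AL the values of Creld2 and Sdf2l1 were 9.80 and 37.7. Heat shock proteins rose in 3 of 7 matching loci and fell in 0, 4 when adjusted over the list alone (exact test, adjusted p = 0.0126), with Hsp90aa1 going from 5.51 to 19.7 and Hspb1 from 2.198 to 4.73. With the loci used for FA and AL 2 of 7 rose, 3 when adjusted over the list alone (exact test, adjusted p = 0.222).

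Gluconeogenic genes fell in 4 of 5 matching loci and rose in 0, 5 when adjusted over the list alone (exact test, adjusted p = 0.000188). These were Pck1 (351 to 93.9), Got1 (18.8 to 2.72), G6pc, the glucose-6-phosphatase (30.5 to 10.99), and Gpt2 (25.96 to 17.0). With the loci used for FA and AL 1 of 8 fell, G6pc, and 2 passed when adjusted over the list alone (exact test, adjusted p = 0.833). Fatty acid oxidation genes fell in 6 of 14 matching loci and rose in 0, 8 when adjusted over the list alone (exact test, adjusted p = 0.000188), and in 4 of 12 loci used for FA and AL, 5 when adjusted over the list alone (exact test, adjusted p = 0.0222). The latter did not pass at an FPKM of 1 or more (3 of 9 lower, exact test, adjusted p = 0.17) or on the annotated strand (1 of 10 lower, adjusted p = 1). Angptl4 fell from 17.5 to 3.15, Acot1 from 17.4 to 5.21 and Ehhadh, a peroxisomal enzyme gene, from 163 to 112. Cyp4a14 had values of 502 in FA and 345 in RF and did not pass (q = 0.894 in the authors' deposited table).

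Insulin signalling genes and FOXO targets had 1 higher and 3 lower of 6 matching loci, 4 when adjusted over the list alone (exact test, adjusted p = 0.000426), and 0 higher and 3 lower of 5 loci used for FA and AL, 3 when adjusted over the list alone (exact test, adjusted p = 0.0175). With these loci the call was lost at an FPKM of 1 or more (2 of 4 lower, exact test, adjusted p = 0.172) and on the annotated strand (0 of 2, adjusted p = 1). Igfbp1, Trib3 and Pdk4 (0.834 to 0.457) fell, and Pik3r1, a regulatory subunit of PI3-kinase, rose from 3.03 to 4.74. Immediate early genes fell in 3 of 8 loci and rose in 0 in either choice of loci, 5 when adjusted over the list alone (exact test, adjusted p = 0.0175 with matching loci and 0.0351 otherwise, but 1 on the annotated strand, where 2 were tested). Junb fell from 13.3 to 2.31, Egr1 from 1.25 to 0.217 and Btg2 from 3.53 to 1.37. Periportal markers fell in 2 of 2 matching loci, Pck1 and Hal, the histidine ammonia-lyase gene (20.9 to 8.27), also 2 when adjusted over the list alone (exact test, adjusted p = 0.00963), and in 0 of 6 otherwise. Among genes outside these lists, Nim1k rose from 3.36 to 33.1, Tsku from 4.67 to 27.8, Angptl8, a feeding-induced secreted factor gene, from 3.85 to 17.2, and the part of Cyp2c70 from 20.7 to 145. The log2 ratio of Nim1k was 3.30, beside 3.29 for the part of Hmgcs1, its neighbour. Filip1l, in the opposite-strand locus that rose in FA, fell from 59.4 to 12.1, RP23-234F23.1 from 8.49 to 1.58 and Pitx3 from 8.46 to 2.38.

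Of the markers of other cell types, the Kupffer cell gene Cd5l fell from 4.16 to 2.77, the 1 of 3 Kupffer markers with a matching locus to pass, also 1 when adjusted over the list alone (exact test, adjusted p = 0.32, and 0.221 with the loci used for FA and AL). None passed among 4 stellate, 5 endothelial, 3 cholangiocyte, 3 erythroid and 1 lymphocyte markers with matching loci, with 0 in each list at an unadjusted Cuffdiff p under 0.05. All other lists with tested members had an adjusted p of 0.0582 to 1 with matching loci, the study's lncRNAs excepted. Apart from Creld2, Mt2, Hspb1, Nim1k, Angptl8, Cyp2c70, Hmgcs1, Pitx3 and Cyp4a14, the protein-coding genes named for RF and FA were measured in opposite-strand loci. In all, 1107 loci were called between RF and FA, 564 higher and 543 lower in RF, of which 657 were protein-coding (604 genes, 355 higher and 302 lower). Only 187 lay on the annotated strand, against 611 opposite-strand loci and 309 with no gene, and in 60 called loci 1 group was listed at 0.

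lncRNAs in RF and FA were compared in the same way. 1810014B01Rik, which overlaps the chaperone gene Hsp90b1 on chromosome 10 (86685601 to 86694806), rose from 27.6 to 94.4, Gm14493 from 4.17 to 26.2 and RP23-93F3.4, over Ppp1r3b, from 0.999 to 4.86. Gm26654 went from being listed at 0 to 1.35. B930025P03Rik fell from 2.54 to 0.218, Gm45043 from 2.86 to 0.651, Gm14097 from 17.6 to 4.73 and the part of RP23-98C9.5 from 2.43 to 0.079. Of the study's 7 liver lncRNAs, again not taken as independent evidence, 1 rose and 3 fell, 5 when adjusted over the list alone (Fisher's exact test adjusted p = 0.00576, but 1 on the annotated strand, where 0 passed), and with matching loci 1 rose and 3 fell of 5, 5 when adjusted over the list alone. 9030616G12Rik fell from 6.82 to 2.23 and 4833411C07Rik from 3.79 to 1.85, while C730036E19Rik (chromosome 1, 151138034 to 151142345) rose from 10.5 to 25.9. 9030622O22Rik had values of 9.14 and 11.3 and did not pass. By qPCR, the study reported lower levels of its liver lncRNAs in RF than in FA, while C730036E19Rik rose here.

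Of 57 called lncRNA loci 25 were higher and 32 lower in RF (43.9% higher), against 54.0% of 657 protein-coding loci. The difference of -10.2 percentage points did not pass Fisher's exact test (two-sided, p = 0.166), nor did the Kolmogorov-Smirnov distance of 0.148 (permutation test, p = 0.183). At an FPKM of 1 or more the difference was -17.5 percentage points (Fisher's exact test, p = 0.0274), and for lncRNAs farther than 5000 bases from a protein-coding gene, with neighbouring called loci counted once, it was 1.09 (p = 1). Over all tested loci the medians were -0.08 for 1034 lncRNA loci and 0.01 for 13486 protein-coding loci, a difference of -0.09 (two-sided permutation test, p = 1e-05).

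Whether refeeding turned the fasting changes back was asked over 15803 loci tested in both comparisons with matching FA values. Among these, 1104 were called between FA and AL and 952 between RF and FA. Fasting calls without a call between RF and FA are left out of the following share. Of the 535 called in both, 513 (95.9%) moved in opposite directions and 22 in the same direction. Among those that moved back, Igfbp1 had values of 4.19, 9.70 and 0.598 in AL, FA and RF, Oasl1 of 5.80, 2.5995 and 5.80, Nim1k, the neighbour of Hmgcs1, of 30.6, 3.36 and 33.1 and B930025P03Rik of 0.217, 2.54 and 0.218. Loci higher in FA and then lower in RF numbered 277 (267 with finite ratios), and loci lower in FA and then higher in RF 236. In 1000 simulated draws of unchanged groups sharing the FA libraries, a comparison added after the data were seen, these numbers were at most 7 and 6. No group changes in these draws, so they hold few calls and cannot test whether real changes turned back. Independent lists of the observed sizes would overlap in 17.9 and 15.4 loci, against 277 and 236. The shared FA libraries make the lists dependent, so this is no test of reversal either. The covariance of the log2 ratios was -0.422 over 15725 loci, and unchanged groups sharing the FA libraries gave a simulated covariance of -0.205 (-0.255 to -0.169), a difference of -0.216. In loci naming 1 gene the covariance was -0.225 against a simulated -0.194 (-0.252 to -0.15), and in loci on the annotated strand -0.278 against -0.331 (-0.481 to -0.221). Over all 19105 loci tested in both tables, matching or not, it was -0.398 against a simulated -0.398 (-0.722 to -0.19). In these 3 settings the covariance lay within the range of unchanged groups. The tables do not allow the FA libraries to be split, so part of the excess may come from the shared FA libraries.

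The 22 loci that moved in the same direction in both comparisons were looked up after their values were seen. Fmo2, a flavin monooxygenase gene, rose from 0.969 in AL to 3.34 in FA and 5.61 in RF, and Ces1d, a carboxylesterase gene, from 7.54 to 14.4 and 27.5. The lincRNA 4732463B04Rik rose from 3.65 to 7.69 and 10.6. Lpl, the lipoprotein lipase gene, fell from 6.16 to 3.79 and 1.89, Avpr1a, a vasopressin receptor gene, from 3.43 to 2.09 and 1.46, and Mup21 from 191 to 133 and 98.7. Pdk4, Egr1 and Pitx3 (34.7 in AL, 8.62 in FA and 2.38 in RF) also fell in both. The fall of Pdk4 was in its opposite-strand locus, as given above.

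AL and RF were set side by side without a test, for the 15725 matching loci with finite ratios. The median log2 ratio of RF over AL was -0.02, and 6.77% of loci differed by 1 or more. The 267 loci that rose in FA and then fell had a median of -0.004, with RF above AL in 130. The 236 that fell and then rose had a median of -0.035, with RF above AL in 108. Both sets were chosen by calls that put AL and RF on the same side of FA. Loci that stayed at the FA level were left out, so these medians do not show a return to AL. Creld2 (9.80 in AL and 59.9 in RF) and Tsku (7.62 and 27.8) were above AL after refeeding, and Fabp5 (25.6 and 1.18) and Saa2 (62.4 and 7.40) below it.

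**Figure D3:**
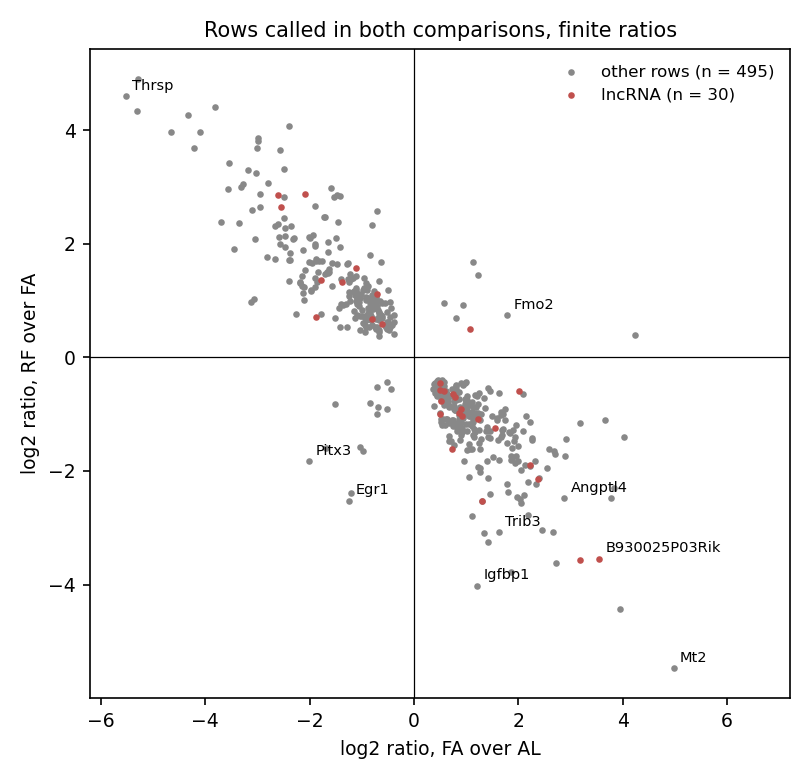
Log2 ratio of FA over AL (horizontal) against RF over FA (vertical) for the 525 loci with matching FA values that were called in both comparisons and had finite ratios, with 30 lncRNA loci in red and the others in grey. Most points lie in the upper left and lower right, where the directions are opposite, and the named loci include Fmo2, Pitx3 and Egr1, which moved in the same direction in both.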

Values the study reported

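Between AL and FA livers the study reported 1165 mRNAs and 92 lncRNAs as differentially regulated. For RF against FA livers the study reported 587 mRNAs and 59 lncRNAs.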

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

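The values in this part lie outside the comparisons by gene, and the loci named here were chosen after their values were seen. Assembled loci with no Ensembl gene gave 427 calls between FA and AL (218 higher and 209 lower) and 309 between RF and FA (138 higher and 171 lower). One on chromosome 9 (74515880 to 74528652), 232572 bases from the nearest protein-coding gene Wdr72, had an FPKM of 5.50 in AL, 0.14 in FA and 4.21 in RF, 39.2-fold lower in FA. Another on chromosome 12 (32745822 to 32771001), 48544 bases from Nampt, had 0.138, 2.62 and 3.46, 18.9-fold higher in FA and higher again in RF. A locus on chromosome 13 (52180165 to 52195241) had 0.429, 2.73 and 0.325. It names no Ensembl gene but overlaps the lincRNA Gm48199 of the GENCODE M21 annotation. Another on chromosome 19 (17311296 to 17322231), 3910 bases from Gcnt1, had 0.35, 2.64 and 0.972.

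The highest FPKM in the tables, 1.76e+07 in FA, belonged to an unannotated locus of 14 bases on chromosome 11 (55641510 to 55641523), listed at 0 in AL and at 3.91e+06 in RF. It made up 94.96% of the sum of the FA column and had a q of 0.0357 in the authors' deposited table. FPKM divides by length, and whether the value at 14 bases rests on that division was not tested.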

How the results depend on the processing

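Loci on the annotated strand, lincRNAs alone, lists built from matching loci, lncRNAs away from protein-coding genes and neighbouring loci counted once were chosen after the data were seen. Calls between FA and AL (1938) numbered 1011 with an absolute log2 ratio of 1 or more, 1283 as unique genes and 760 on the annotated strand, where fewer loci were tested. Calls between RF and FA (1107) numbered 572 and 187 with the ratio minimum and on the annotated strand. All other counts lay within 1.5 times, and centring turned no call. The FA and AL difference of lncRNAs kept its direction in every alternative and passed in all but 1 of them, from 18.4 percentage points in matching loci (Fisher's exact test, p = 0.0101) to 29.5 on the annotated strand. The exception was lncRNAs with no protein-coding gene within 5000 bases with neighbouring called loci counted once (15.5, exact test p = 0.14), where fewer loci were left. For RF and FA the split passed the exact test with further biotypes (-12.1 percentage points, p = 0.045) and at an FPKM of 1 or more (-17.5, p = 0.0274), where the Kolmogorov-Smirnov distance was 0.217 (permutation p = 0.0376), and the cause was not tested. The split did not pass in the other alternatives, among them neighbouring loci counted once (-8.63, exact test p = 0.251) and lncRNAs away from protein-coding genes (-6.21, p = 0.672), and with both its sign turned (1.09, p = 1), the cause of which was not tested. Of the lists, 5 passed for RF and FA, 3 at an FPKM of 1 or more, 0 on the annotated strand and 10 with matching loci, and the cause was not tested. The lists that no longer passed at an FPKM of 1 or more were fatty acid oxidation and insulin signalling. The median of the small nucleolar RNA hosts turned from -0.0074 to 0.00569 with centring and to 0.57 on the annotated strand, the former by the size of the shift. Over lists and alternatives, 390 results stayed on their side of the threshold, 15 no longer passed, 6 newly passed and 2 were counted as reversed. Medians of lists that did not pass also changed sign, and not all of these were counted as reversed. For RF and FA, the median of ATF4 targets was -0.787 with the loci used for FA and AL and 0.242 on the annotated strand. Of the values of named genes 356 stayed within their approximate error and 91 moved further. No paired analysis was possible because the tables hold 1 value per group. For the same reason leaving out libraries in turn, the replicate block and other splits of the libraries were not run, and precision by depth is unknown.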

Other observations

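The locus on chromosome 8 beside Irs2 and the tests of 1-exon genes against strand, of unmarked strand, of antisense transcription and of reads from overlapping genes, and the counting of neighbouring loci once, were chosen after the values were seen. The tests of exon length, unspliced RNA and low FPKM were chosen before.

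On chromosome 8, 5 neighbouring lncRNA genes lie within 150000 bases of the 3′ end of Irs2, which encodes an insulin receptor substrate (10984681 to 11008458, minus strand). All 10 tested loci of these genes were higher in FA, 5 of them called, 1 for each gene, and the same number were called lower in RF. Gm32540 (10858750 to 10866186) had an FPKM of 0.452 in AL, 0.858 in FA and 0.419 in RF, and Gm45044 (10884453 to 10891591) had 0.144, 1.31 and 0.11, beside the values of B930025P03Rik, Gm45043 and 4833411C07Rik given above. All 5 called loci were on the opposite strand. Gm45043 and 4833411C07Rik overlap on different strands, and the called locus of each lay on the strand of the other. The 5 calls therefore do not show 5 separate gene responses. Irs2 itself was listed at 0.0597, 0.0964 and 0.0555 and was not tested.

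Protein-coding genes with 1 exon were often listed on the strand opposite to their own. The largest locus was opposite in 61.1% of 144 such genes, against 25.1% of 9177 genes with several exons (Fisher's exact test, two-sided, p = 1.5e-19), and of the other 56 genes 55 had no locus on the opposite strand. A library that does not mark strand is argued against by a median of 99.0% of FPKM on the opposite strand, and antisense transcription by a sense locus under 10% of the opposite one in 96.6% of the 89 genes with an opposite FPKM of 1 or more, and as a sense value of 0 means only listed at 0, the 66 of these genes with a sense value above 0 were taken alone, which gave 99.5% and 95.5%. Fragments without a splice junction may have been given the wrong strand, as in genes with several exons the opposite share was larger where mean exon length was larger (Spearman's rho 0.494, across genes, which are not independent replicates), but for the 1-exon genes the share of 61.1% cannot be told apart from a mixture, since genes lacking an opposite locus could not be measured there. Of 161 genes with loci on both strands called between FA and AL, 161 moved in the same direction on both strands.

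lncRNA loci were more often higher in FA than mRNA loci, and a low FPKM of lncRNAs is argued against, as the difference was 24.2 percentage points with mRNAs matched on FPKM. More unspliced RNA in FA stays open: opposite and annotated loci of the same genes differed by a median of 0.0186 (bootstrap 0.0119 to 0.0241, log2 scale), under the bound of 0.05 set beforehand, but that bound took opposite loci as a measure of unspliced RNA, and the link of the opposite share to exon length leaves room for exonic fragments in them. Reads of overlapping genes may carry part of the pattern. Of 41 called lncRNA loci over a protein-coding gene of the other strand, 97.6% had a log2 ratio of that gene's sign. The protein-coding gene was itself called in 14 of these pairs, all 14 with the same sign, and did not pass in the others. Called pairs included RP23-98C9.5 with Mt2 (34.6-fold and 31.4-fold higher) and Gm10680 with Apoa4 (4.02-fold and 4.01-fold higher). Whether reads of overlapping genes carry all of the pattern stays open. The 28 called lncRNAs with no protein-coding gene within 5000 bases exceeded mRNAs by 20.6 percentage points (Fisher's exact test, two-sided, p = 0.0325). With called loci of 1 direction within 50000 bases of each other counted once, 23 lncRNA and 971 protein-coding groups, the difference was 15.5 (Fisher's exact test, two-sided, p = 0.14). A response of lncRNAs to fasting remains open as a hypothesis, and shared regulation of overlapping genes was not tested.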
